A study of Homo sapiens with 5 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

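Chromatin occupancy of the retinoblastoma protein (Rb) was profiled by CUT&RUN in MCF7 cells, an established oestrogen receptor positive breast cancer line. Cells were given DMSO or 500 nM of the CDK4/6 inhibitor palbociclib for 2 days. The series holds 2 Rb libraries from DMSO cells, 2 Rb libraries from palbociclib cells and 1 IgG2a negative control library from palbociclib cells. Groups were taken from the sample titles. The study describes the replicates as separate biological samples of a single experiment, so the spread between replicates covers that experiment alone.

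According to the study's methods, the authors trimmed the reads with BBDuk, aligned them with Bowtie2 2.3.4.1 to hg38, and removed mitochondrial reads and reads in blacklisted regions while keeping duplicates. Peaks were then called in each library by itself with MACS2 2.2.7.1 in paired-end mode, with a matched IgG library as the control and a q threshold of 0.05. The control used for the calls of the IgG2a library is not given in the sources used here. Nor is the library used as the control of the DMSO calls, since the series holds no IgG library from DMSO cells. A tag in the peak names refers to a human reference set apart from yeast, and no yeast spike-in value was used here. The deposited values analysed here are 5 MACS2 peak lists. The deposited score of each peak is a whole number set by the authors' peak caller, and it matched 10 times the −log10 q in 99.98% of peaks. The deposited fold enrichment is a ratio of the signal at the summit to the local background, as the authors' peak caller computed it. The deposited −log10 p and −log10 q values describe the summit of each peak. The deposited summit position is an offset from the peak start. Fold enrichment and q were used as deposited, to describe, rank and filter peaks inside a list. Folds of different libraries are given side by side but not tested, because they move with depth and with the control.

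Peak lists hold no read counts, so the sequencing depth of each library is unknown here and no differential test on reads was run. Peaks on chromosomes 1 to 22 and X (23 chromosomes) were analysed, and peaks on other contigs were only counted. Intervals on shares are exact Clopper-Pearson 95% intervals; they cover counting error only, and regions or genes are not replicates.

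Peaks of the 4 Rb lists were merged where they overlapped by at least 1 bp. A region was called gained when both palbociclib libraries and neither DMSO library had a peak in it, lost when both DMSO libraries and neither palbociclib library had one, and shared when all 4 had one. All other regions were called mixed. A missing peak call is not evidence that Rb was absent. The same counts were taken for the other pairings of the 4 libraries. Library values were compared by a two-sided exact permutation test over the 6 assignments of 4 libraries to 2 groups of 2, whose smallest possible p is 0.333, so these values are described.

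Annotation came from GENCODE 44. A promoter spanned 2000 bp upstream to 500 bp downstream of an annotated transcription start site (TSS), with 218339 distinct sites. Any annotated TSS of a gene counted, so a promoter can lie inside the gene. Regions outside promoters were called exonic, intronic or intergenic, in that order. Gene analyses used 19906 of 19970 protein-coding genes. Coordinates are 1-based on hg38.

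There were 13 gene lists, written from general knowledge before the data were examined: G1/S and DNA replication genes known as E2F targets, G2 and mitosis genes, oestrogen-responsive genes, luminal genes, basal and mesenchymal genes, cytosolic ribosomal protein genes, nuclear oxidative phosphorylation genes, replication-dependent histone genes, interferon and antigen presentation genes, p53 and senescence genes, genes of the Rb and E2F network, genes of other tissues expected to be silent in breast cells, and short RNA polymerase III genes. Samples, comparisons and alternatives were fixed at the same time, apart from the additions named below. Of 799 list symbols, 796 matched the annotation, 3 of them through an older symbol, and 3 did not match. For each list, members with a peak in a promoter of any of their TSSs were counted in each library.

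The 12 protein-coding lists were tested in R 4.3.3 with mgcv 1.9.3 by a binomial logistic regression across genes, modelled on ChIP-Enrich. The outcome was whether a gene was the nearest gene of at least 1 gained promoter region, or of at least 1 gained non-promoter region, and the model held list membership and a spline of log10 locus length. P values were adjusted by Benjamini-Hochberg over both kinds of region, with a threshold of 0.05. Genes with a DMSO promoter peak can rarely gain one, so the test was repeated among genes without a promoter peak in either DMSO library. That background was chosen after seeing the data, as was a logistic regression on a promoter peak in both libraries of a group. A further fit in the restricted background added the CpG ratio and GC content of the promoter and the number of TSSs.

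Sequence within 100 bp on each side of the strongest summit of a region was scanned for 17 consensus motifs on either strand. The share of windows with each motif was compared by Fisher's exact test with an equal number of windows without an Rb or IgG2a peak, matched on GC content in 2% bins and drawn from 110476 promoter or 347845 other windows. Gained regions were also compared with shared ones, without matching. P values were adjusted by Benjamini-Hochberg over 119 tests. Sets of windows and genes are tested here, not libraries.

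Named genes followed a rule. It takes 25 core genes whatever their values; for each list, the 3 other members with the best ranked gained promoter region, and for oestrogen-responsive and luminal genes also the 3 with the best ranked gained non-promoter region within 100 kb of a TSS; and the 5 best ranked gained and the 5 best ranked lost regions with their nearest protein-coding gene. The rank was the lower of the percentiles of −log10 q that a region reached in the libraries of the group. Other genes named were chosen after their values were seen, which is said where they appear.

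The alternatives comprised peaks with a −log10 q of at least 5; lists of equal length, each Rb list being limited to its 7099 peaks with the highest −log10 q; leaving out each Rb library in turn; removing peaks over IgG2a peaks; joining peaks only where they overlap by at least 50% of the shorter peak; 400 bp windows around summits; promoters of 1000 bp on each side of the TSS; leaving out chromosome arms 1q, 17q and 20q, which are amplified in MCF7; other gene backgrounds; Fisher's exact test in place of the regression; a distance of 100 kb in place of the nearest gene; all non-promoter regions in both palbociclib libraries; and motif windows of 50 bp on each side or shuffled with dinucleotide counts kept. Leaving out the amplified arms was applied to regions and not to gene lists or motifs. The 100 kb distance was planned with Fisher's exact test. The regression at that distance and replicate number as a block for the library values, a ratio within each number with exact swaps of the groups, were added after seeing the data.

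Methods were tested on simulated data. With simulated, well separated peaks and no missed calls, merging gave 100% of the simulated number of gained, lost, shared and mixed regions. That checks the class rules only, and does not bear on peaks missed near the calling threshold. With 30 simulated lists for each setting, drawn among 19906 genes, a true odds ratio of 1 gave median estimates of 1.14, 1.08 and 1.00 for lists of 30, 85 and 132 genes. A true odds ratio of 2 gave 1.84, 1.90 and 2.09, and the unadjusted p fell below the threshold value in 33.3%, 83.3% and 93.3% of simulations. Lists of about 30 genes thus have little power for that size of effect. An adjusted p is never lower than the unadjusted p, so these shares are upper limits for the adjusted threshold used here. Only gained promoter regions were simulated, so power for gained non-promoter regions was not tested. A true odds ratio of 4 gave 4.44, 4.15 and 4.01. A motif planted in 5% and 20% of 3000 windows gave differences of 4.50 and 19.8 percentage points. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and chromosome arms came from circlize 0.4.16.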

Results

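Rb occupancy was measured by CUT&RUN, in which an antibody guides a nuclease to release the DNA around a bound protein, in MCF7 cells after 2 days in DMSO or 500 nM palbociclib. Palbociclib inhibits CDK4 and CDK6, the kinases that phosphorylate Rb and release it from E2F transcription factors. There were 2 Rb libraries per condition and 1 IgG2a control library from palbociclib cells. On chromosomes 1 to 22 and X, the DMSO replicates held 7099 and 8739 Rb peaks, the palbociclib replicates 14989 and 14770, and the IgG2a library 390. The peak lists carry no read totals, so depth is unknown, and a region without a called peak can still have held Rb below the calling threshold.

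The first question was how Rb occupancy differed after CDK4/6 inhibition. Palbociclib libraries held 1.88 times as many Rb peaks as DMSO libraries, with means of 14880 ± 155 and 7919 ± 1160 (SD, n = 2 each). The peaks were also wider, with median widths of 618 and 620 bp after palbociclib against 396 and 406 bp in DMSO. Together they covered 10.6 ± 0.0816 Mb against 3.86 ± 0.612 Mb of the genome (SD, n = 2 each), a ratio of 2.74. Each difference exceeded the spread between replicates, and the exact permutation p was 0.333 (two-sided), the smallest that 2 against 2 libraries can give. The IgG2a peaks covered 0.114 Mb, and 0.690% (95% interval 0.511–0.912%) and 0.629% (0.474–0.818%) of the DMSO peaks and 0.467% (0.364–0.590%) and 0.460% (0.358–0.583%) of the palbociclib peaks overlapped one. Rb peaks had been called against a matched IgG library, so a low overlap was partly fixed in advance. The series holds no IgG library from DMSO cells. Whether the calls of both conditions used the same control, on which the number of peaks also depends, is therefore not known here. The peak ratio was 2.33 when only peaks with a −log10 q of at least 5 were kept.

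**Figure D1:**
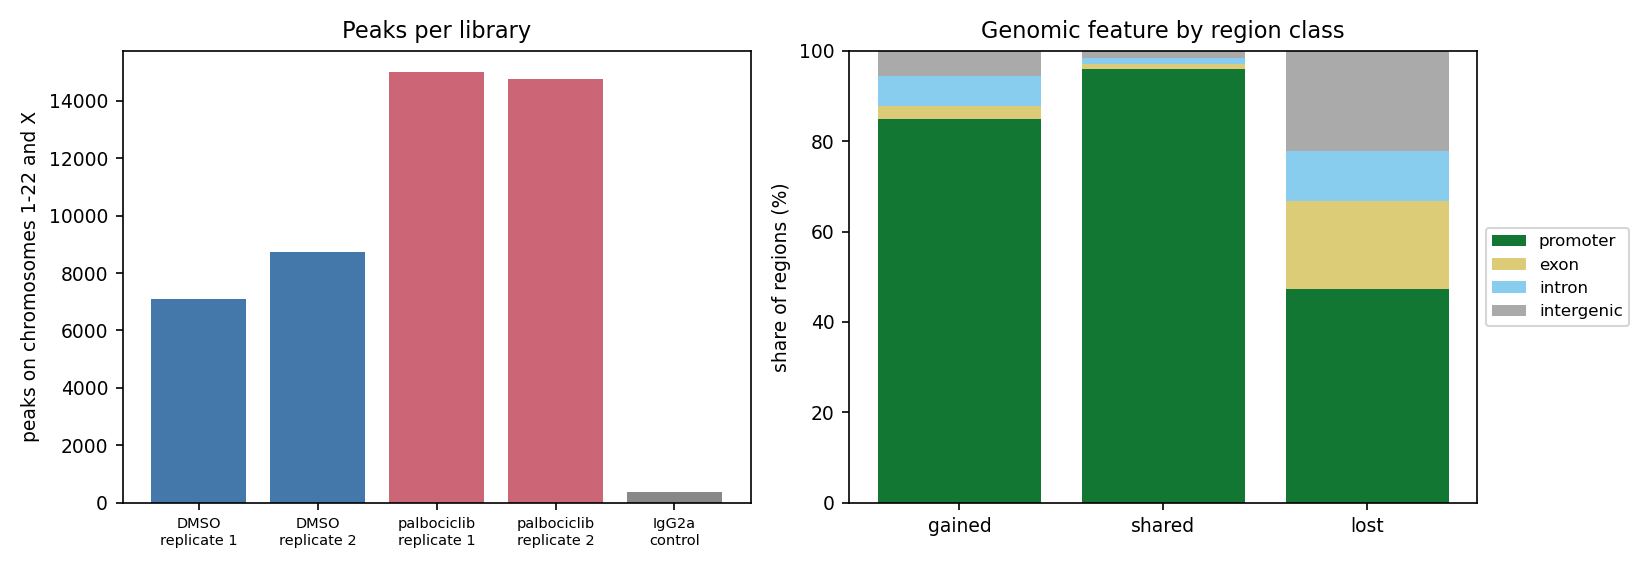
Left, number of peaks on chromosomes 1 to 22 and X in each library, one bar per library; both palbociclib bars stand above both DMSO bars, and the IgG2a control had 390 peaks. Right, share of gained, shared and lost regions (%) in promoters, exons, introns and intergenic sequence; promoters made up 84.9%, 95.9% and 47.2% of them.

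Most sites occupied in DMSO cells were also occupied after palbociclib. The palbociclib lists overlapped 90.4% and 90.5% of the peaks of DMSO replicate 1 and 88% and 88.2% of those of DMSO replicate 2. In the other direction, a DMSO list overlapped between 41.3% and 49.8% of the peaks of a palbociclib list. Merging gave 18682 regions, of which 4119 (22%) were gained, 5415 (29.0%) shared and 36 (0.193%) lost, and the remaining 9112 were mixed. When libraries of different conditions were paired instead, between 43 and 65 regions were private to a pair. By Jaccard index in bp, replicates were closest to each other, with 0.697 for the palbociclib pair and 0.508 for the DMSO pair, against 0.295 to 0.364 between conditions. The unequal covered lengths limit that index between conditions, so it does not show how far the sites differed. By share of peaks, DMSO replicate 2 overlapped 78.6% of the peaks of DMSO replicate 1, and replicate 1 overlapped 63.6% of those of replicate 2. Both shares were below those of the longer palbociclib lists.

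The gained regions with the best ranks in both palbociclib lists lay at promoters of EXOC4, which encodes a subunit of the exocyst (chr7:133252836–133253347), DYNC1H1, the dynein heavy chain, AMOT, the scaffold protein angiomotin, and POLR1A, the largest subunit of RNA polymerase I, and in an intron of DSCAM, a neuronal cell adhesion gene (chr21:40841612–40842364). The DYNC1H1 region (chr14:102046187–102046725) lay inside the gene, 0.693 kb from an internal annotated TSS. Their deposited fold enrichments over local background were 23.7 and 26.3 at EXOC4, 22.6 and 33.8 at DYNC1H1, 28.3 and 31.5 at AMOT, 20.5 and 18.5 at POLR1A, and 20.8 and 26.5 at DSCAM in palbociclib replicates 1 and 2. Gained regions as a class were weaker than shared ones, with median percentiles of −log10 q of 35.8 and 34.8 within the palbociclib lists against 81.3 and 80.9 for shared regions. The best ranked lost regions had folds between 2.45 and 5.89 in DMSO and lay near ZMYND8 (chr20:47384021–47384385, intergenic), in introns near KLHDC4 and METRNL, at a promoter of TBX4 and in an exon of PREX1. The count of lost regions was larger without DMSO replicate 1 (938) or DMSO replicate 2 (603), and was 5 with a −log10 q of at least 5, 134 with 400 bp summit windows and 16 without the amplified arms 1q, 17q and 20q. Gained regions numbered 6661 without palbociclib replicate 1 and 6869 without palbociclib replicate 2, and with all Rb lists limited to their 7099 strongest peaks there were 622 gained and 226 lost regions.

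Rb was found mainly at promoters in both conditions. Promoters held 88.3% (95% interval 87.6–89.1%) and 86.7% (86.0–87.4%) of the peaks in the DMSO replicates, 83.3% (82.7–83.9%) and 84.9% (84.3–85.4%) in the palbociclib replicates and 34.1% (29.4–39.0%) in the IgG2a control. The means were 87.5 ± 1.17% in DMSO and 84.1 ± 1.11% after palbociclib (SD, n = 2 each; exact permutation p = 0.333, two-sided). Of the gained regions, 3498 were promoters (84.9%, 83.8–86.0%), 277 lay in introns, 229 between genes and 115 in exons. The promoter share was lower among gained than among shared regions, of which 5194 (95.9%, 95.4–96.4%) were promoters (Fisher's exact odds ratio 0.240, two-sided p = 7.23e-79 over regions). The size of that difference depended on the lists: 94.2% against 96.9% with equal list length (odds ratio 0.523, Fisher's exact test), 73.9% against 95.8% without palbociclib replicate 1 (0.125) and 71.2% against 95.7% without palbociclib replicate 2 (0.110). In absolute terms, non-promoter regions with Rb in both replicates numbered 253 in DMSO and 1080 after palbociclib, and promoter regions 5222 and 11008. By gene, 5872 of 19906 protein-coding genes (29.5%) had a promoter peak in both DMSO libraries and 11049 (55.5%) in both palbociclib libraries, against 107 (0.538%) in the IgG2a library. With lists of equal length the palbociclib count was 6889. Of the 11595 genes without a DMSO promoter peak, 2941 (25.4%) had one in both palbociclib libraries, and 2 genes, LGI4 and TM6SF1, named after their values were seen, had one in both DMSO libraries and in neither palbociclib library.

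Which genes Rb occupied was asked list by list, first for the classical E2F targets. All 85 G1/S and DNA replication genes had a promoter peak in every Rb library, DMSO included, and none had one in the IgG2a library. Their peaks were among the strongest of each list, with median percentiles of 93.5 and 92.6 in DMSO and 94.7 and 94.5 after palbociclib, against 58.9, 61.2, 64.7 and 64.1 for all genes with a promoter peak. Across lists, the IgG2a library had a promoter peak at between 0% and 6.67% of the genes. Examples were CCNE2, a cyclin that activates CDK2 (chr8:94894291–94897060), with folds of 47.0 and 34.0 in the DMSO replicates and 91.3 and 112 in the palbociclib replicates; PCNA, the sliding clamp of DNA polymerase (47.7, 42.0, 127 and 99.6); E2F1 (chr20:33685598–33687019; 49.7, 53.6, 86.4 and 96.4); and MCM5, a subunit of the replicative helicase (chr22:35399709–35400693; 58.3, 75.2, 110 and 101). CDC6, TK1, CCNE1, MCM2 and MYBL2 also had higher folds in both palbociclib libraries than in either DMSO library, whereas RRM2, a subunit of ribonucleotide reductase, had 17.3 and 24.7 in DMSO and 16.1 and 33.8 after palbociclib. Folds also depend on depth and control, and were compared by no test.

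Because every G1/S gene already had a promoter peak in DMSO, few gained promoter regions could arise at this list. Only 2 of 85, MCM10 and PRIM2, named after their values were seen, were the nearest gene of one, beside a promoter peak already present in DMSO (binomial logistic regression odds ratio 0.117, 95% interval 0.0287–0.475, adjusted p = 0.00951). This low value follows from that occupancy and is no separate evidence, and no member was left among genes without a DMSO promoter peak. A gained region also lay 1.41 kb upstream of CDC45, a helicase cofactor (chr22:19477776–19478046). New regions away from promoters appeared 38.8 kb from CCNE1 (chr19:29860511–29860959) and 48.9 kb from MCM5 (chr22:35350808–35351281).

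**Figure D2:**
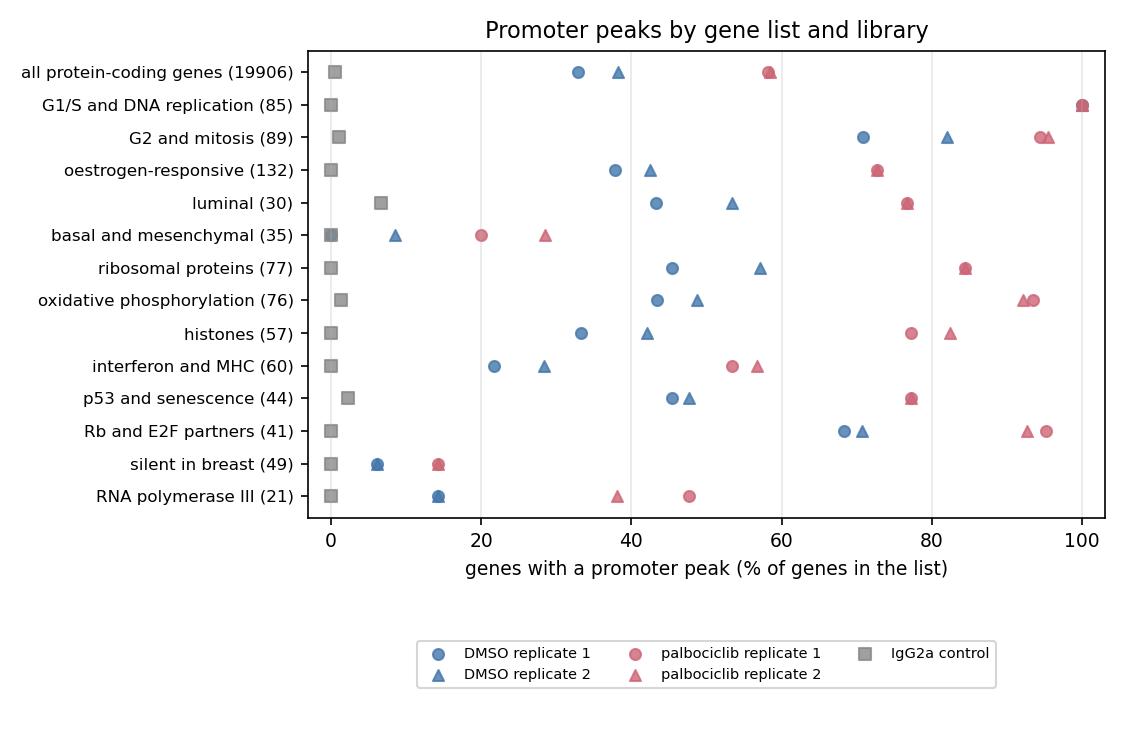
Share of genes (%) of each list with a promoter peak in each library, with the number of genes in parentheses; circles and triangles are replicates 1 and 2 of DMSO (blue) and palbociclib (red), and grey squares the IgG2a control. G1/S genes sit at 100% in all 4 Rb libraries, and the other lists lie further right in both palbociclib libraries than in both DMSO libraries.

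Late cell cycle genes and the Rb network itself were partly occupied in DMSO and, in the full lists, nearly completely after palbociclib. Of 89 G2 and mitosis genes, 63 had a promoter peak in both DMSO libraries and 83 in both palbociclib libraries. With lists of equal length these were 60 and 65. The cyclin genes CCNA2 and CCNB1 and the kinase gene CDK1 were shared, with folds at CCNA2 of 6.92 and 10.3 in DMSO and 25.1 and 20.1 after palbociclib. PLK1, a mitotic kinase (chr16:23679159–23679671, folds 9.58 and 4.76), CENPI, a centromere protein (chrX:101097762–101098243, 13 and 26.6), and ASPM, a spindle pole protein (9.52 and 12.9), lay at gained regions; CENPA, the centromeric histone, did so too but also had a promoter peak in DMSO replicate 2. Among the 16 mitotic genes without a DMSO promoter peak, 11 (68.8%) gained one, against 25.4% of all such genes. The binomial logistic regression odds ratio was 0.848 across all genes (adjusted p = 0.760) and 6.56 among genes without a DMSO promoter peak (95% interval 2.26–19.0, adjusted p = 0.00150), and 0.485 (adjusted p = 0.0417) among genes with a promoter peak in any Rb library, so the direction depends on the background. Given also the CpG ratio and GC content of the promoter and the number of TSSs, 6.56 fell to 2.61 (0.897–7.62, adjusted p = 0.155, binomial logistic regression) and missed the threshold. The value across all genes also passed 1 without DMSO replicate 2 (1.15) and without palbociclib replicate 1 (1.30).

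Of 41 genes of the Rb and E2F network, 26 had promoter peaks in both DMSO libraries and 38 in both palbociclib libraries (26 and 27 with equal list length). RB1 itself was shared (chr13:48303177–48304697), with folds of 11.3 and 7.56 in DMSO and 32.5 and 35.7 after palbociclib. New promoter peaks appeared at 7 of the 10 genes without one in DMSO, including the CDK inhibitor gene CDKN1A, the histone demethylase gene KDM5C and the histone deacetylase gene HDAC2. CDKN1B, which encodes the CDK inhibitor p27, had a gained region inside the gene (chr12:12695966–12696636, folds 24.0 and 15.4), while its promoters also held a peak in both DMSO libraries. The binomial logistic regression gave an odds ratio of 1.78 across all genes (adjusted p = 0.250), 6.0 among genes without a DMSO promoter peak (1.54–23.3, adjusted p = 0.0178), and 0.782 with lists of equal length. With CpG ratio, GC content and number of TSSs in the model, 6.0 became 2.0 (0.505–7.91, adjusted p = 0.445, binomial logistic regression), so the call did not stand apart from promoter sequence.

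Mitochondrial, histone and ribosomal protein genes gained promoter peaks widely in the full lists, and few or none with equal list length. Of 76 nuclear oxidative phosphorylation genes, which encode subunits of the mitochondrial respiratory chain and ATP synthase, 29 had a promoter peak in both DMSO libraries and 70 in both palbociclib libraries. Equal list length gave 29 and 34. New promoter peaks appeared at 29 of the 35 without one in DMSO (82.9%). COX7C of cytochrome c oxidase (chr5:86617794–86618432, folds 13.6 and 13), ATP5MF of ATP synthase (chr7:99465714–99466195, 13.3 and 13.5) and NDUFA2 of complex I (chr5:140647250–140648136, 13.1 and 12.9) ranked best. The only members without a palbociclib peak in either library were NDUFB8, NDUFS4, SDHC, COX7B and ATP5PB, named after their values were seen. Gained promoter regions were enriched at this list by binomial logistic regression (odds ratio 3.13, 1.90–5.14, adjusted p = 7.22e-05), also among genes without a DMSO promoter peak (9.22, 4.48–19.0, adjusted p = 1.80e-08) and there also given CpG ratio, GC content and number of TSSs (4.03, 1.93–8.43, adjusted p = 0.00226). With lists of equal length the odds ratio was 3.34 and missed the threshold (adjusted p = 0.0828 by binomial logistic regression).

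Replication-dependent histone genes, which are expressed in S phase, had promoter peaks at 17 of 57 in both DMSO libraries and at 43 in both palbociclib libraries (17 and 19 with equal list length), H2BC18 (folds 13.3 and 9.44), H3C2 (13.4 and 10.5) and H2BC14 (10.1 and 9.37) among the gained. Of 77 cytosolic ribosomal protein genes, 32 had one in both DMSO libraries and 63 in both palbociclib libraries (31 and 29 with equal list length); RPS7, RPL13A and RPS29 lay at gained regions, although RPS29 had another promoter peak in DMSO. Gained promoter regions were enriched in both lists by binomial logistic regression, with odds ratios of 4.04 for histone genes (2.22–7.35, adjusted p = 7.22e-05) and 2.42 for ribosomal protein genes (1.44–4.07, adjusted p = 0.00379). Among genes without a DMSO promoter peak the odds ratios were 5.94 (2.86–12.3, adjusted p = 9.19e-06) and 4.48 (2.15–9.33, adjusted p = 0.000223) by binomial logistic regression. Both missed the threshold once CpG ratio, GC content and number of TSSs were added (2.80, 1.29–6.05, adjusted p = 0.050, just above it, and 1.18, 0.560–2.47, adjusted p = 0.669, binomial logistic regression). Fisher's exact test missed the threshold across all genes (1.97 and 1.77, adjusted p = 0.0949 for both) and passed it among genes without a DMSO promoter peak (2.80, adjusted p = 0.0128, and 3.40, adjusted p = 0.00360). With equal list length the odds ratios were 1.49 for histone genes and 0.643 for ribosomal protein genes.

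Oestrogen-responsive genes, the programme on which MCF7 cells depend, gained Rb both at and away from promoters. Of 132, 39 had a promoter peak in both DMSO libraries and 92 in both palbociclib libraries, or 37 and 54 with equal list length. New promoter peaks in both palbociclib libraries appeared at 26 of the 65 genes without one in DMSO (40.0%). SYBU (chr8:109644446–109644927, folds 13.8 and 14.5), IL6ST, the shared receptor subunit gp130 (chr5:55994719–55995417, 10.1 and 11.8), and KAZN (9.89 and 11.2) had the best ranked gained promoter regions. Those of SYBU and KAZN lay inside the gene, at internal annotated TSSs. XBP1, a transcription factor of secretory cells, was shared, while TFF1 and PGR, long used as markers of oestrogen action, and the keratin gene KRT18 had no promoter peak in any Rb library. GREB1, an oestrogen receptor cofactor, had a mixed promoter region, with peaks in DMSO replicate 1 and both palbociclib libraries. Counted by single peaks, the gene had a promoter peak in both DMSO libraries and in palbociclib replicate 2 only. By binomial logistic regression the odds ratio for gained promoter regions was 2.08 both across all genes (1.43–3.0, adjusted p = 0.000762) and among genes without a DMSO promoter peak (1.26–3.44, adjusted p = 0.00917); with lists of equal length it was 0.846. In the latter background the same 3 promoter terms reduced it to 1.81 (1.03–3.18, adjusted p = 0.141, binomial logistic regression), short of the threshold.

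Away from promoters, oestrogen-responsive genes were the only list past the threshold. A gained non-promoter region had its nearest TSS at 13 of 132 members (9.85%) against 2.88% of other genes (binomial logistic regression odds ratio 2.96, 1.65–5.30, adjusted p = 0.00139). One lay 2.67 kb from a TSS of CCND1, the cyclin partner of CDK4 and CDK6 (chr11:69638185–69638483, folds 9.06 and 7.89). It was beside the CCND1 promoter region (chr11:69638796–69639445), which had a peak in DMSO replicate 2 and both palbociclib libraries. Other gained non-promoter regions lay 20.3 kb from the keratin gene KRT19 (chr17:41548621–41549341), 66.3 kb from MYC in an exon of another transcript (chr8:127668614–127669085, 7.65 and 10.2), and 2.66 kb from SOX3. Within 100 kb there were also regions 68.8 kb from KRT18 and 61.1 kb from RAB17. The remaining lists that could be fitted had odds ratios between 0.629 and 1.78 (adjusted p between 0.760 and 0.776, binomial logistic regression). No oxidative phosphorylation, basal or silent gene was nearest to such a region. Each of the remaining fitted lists had only 1 or 2 such genes. Their intervals were wide and all included 2.96, for example 0.185–3.09 for late cell cycle and 0.240–13.2 for histone genes. An enrichment particular to oestrogen-responsive genes was therefore not shown. The oestrogen-responsive call was lost within 100 kb, both by the same binomial logistic regression, added after seeing the data (odds ratio 1.83, 1.13–2.96, adjusted p = 0.0846), and by Fisher's exact test (1.54, adjusted p = 0.339). It was also lost among genes with any non-promoter region by binomial logistic regression (1.79, adjusted p = 0.687). Equal list length left 36 gained non-promoter regions, too few to tell (3.48, adjusted p = 0.809, binomial logistic regression).

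**Figure D3:**
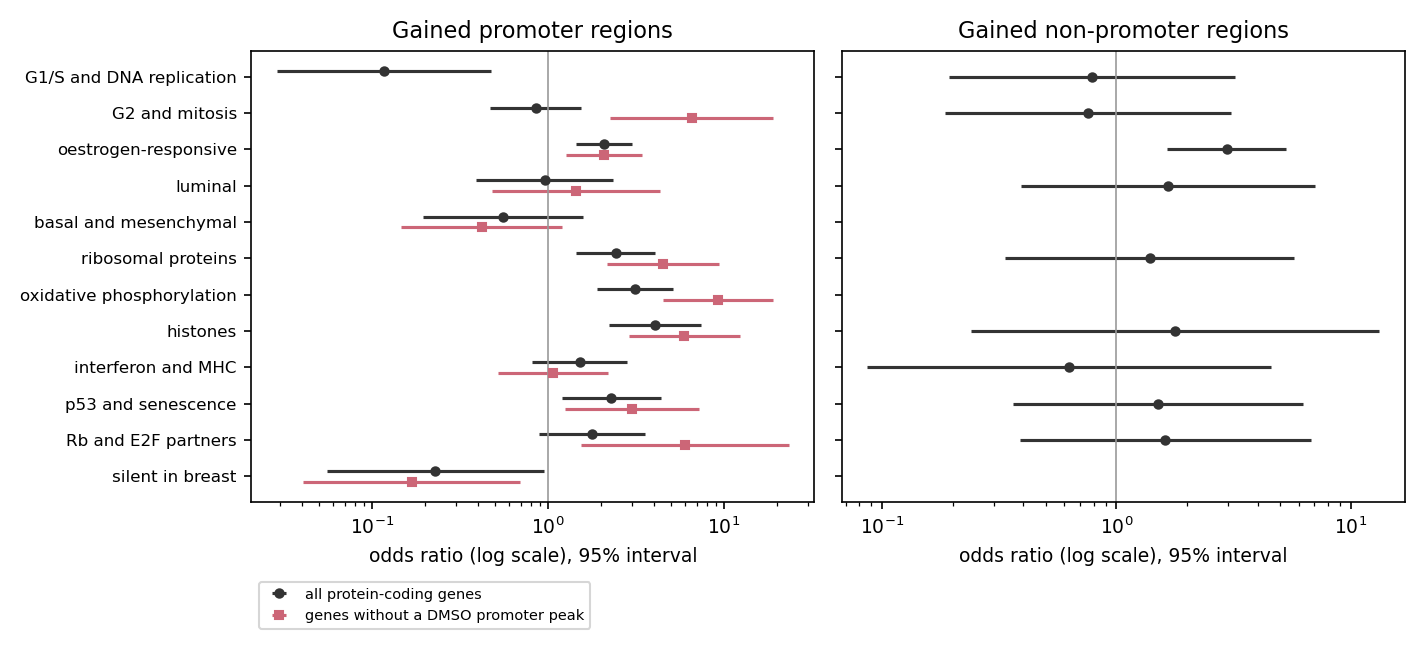
Odds ratios (log scale) with 95% intervals for gene lists among genes with a gained promoter region (left) or a gained non-promoter region (right), across all protein-coding genes (black circles) and among genes without a DMSO promoter peak (red squares). Oxidative phosphorylation genes sit at 3.13 and 9.22 on the left, and oestrogen-responsive genes at 2.96 on the right; lists without a point could not be fitted.

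Luminal identity genes differed from one another. Promoter peaks were present in all 4 Rb libraries at 13 of 30, including GATA3 and FOXA1, transcription factors that define luminal cells, and 21 had one in both palbociclib libraries (13 with equal list length). ESR1, the oestrogen receptor gene, gained a weak promoter region (chr6:151807573–151808577, folds 4.01 and 4.90, percentiles 6.53 and 14.3), and stronger ones appeared at PRLR, the prolactin receptor gene (percentiles 45.9 and 26.2), and the forkhead gene FOXP1 (57.0 and 49.6). MUC1 had a gained region beside a promoter peak seen in DMSO. An intronic region was gained 3.60 kb from FOXA1 (chr14:37599661–37600074, 8.80 and 5.90), an intergenic one 25.6 kb from ERBB2, and an intronic one 75.1 kb from BCAS3. The list was not enriched by binomial logistic regression (promoter odds ratio 0.955, 0.388–2.35, adjusted p = 0.919; 1.44 among genes without a DMSO promoter peak, adjusted p = 0.565), and its size leaves little power. Among all non-promoter regions in both palbociclib libraries, however, 6 of 30 luminal genes were nearest to one (odds ratio 3.8, 1.54–9.39, adjusted p = 0.0205, binomial logistic regression), past the threshold. The regions near ERBB2 and BCAS3 lay on 17q, an arm amplified in MCF7. Gene lists were not refitted without the amplified arms, so a part played by copy number was not tested. The promoter odds ratio lay between 0.802 and 2.09 when single libraries were left out, the highest value being without palbociclib replicate 2.

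Stress and immune genes were occupied in part. Of 44 p53 and senescence genes, 18 had promoter peaks in both DMSO libraries and 33 in both palbociclib libraries (17 and 20 with equal list length), the gained ones including CDKN1A, which encodes the CDK inhibitor p21 (chr6:36678428–36679247, folds 13.6 and 11.1), and BTG2, an antiproliferative gene (chr1:203305165–203305895, 11.7 and 13.1). BBC3, a proapoptotic gene, had a gained region beside a peak in DMSO replicate 2. The odds ratio for gained promoter regions was 2.29 (1.20–4.36, adjusted p = 0.0348, binomial logistic regression) and 3.0 among genes without a DMSO promoter peak (1.25–7.21, adjusted p = 0.0194), but 2.63 (0.928–7.44, adjusted p = 0.155) given also CpG ratio, GC content and number of TSSs. The call across all genes was lost without DMSO replicate 2 (1.58), palbociclib replicate 1 (1.97) or palbociclib replicate 2 (2.01), with equal list length (1.51) and among genes with a promoter peak in any Rb library (1.82). With Fisher's exact test (2.35, adjusted p = 0.0513) and with a −log10 q of at least 5 (2.09, adjusted p = 0.0529, binomial logistic regression) it missed the threshold narrowly at a similar odds ratio. Of 60 interferon and antigen presentation genes, 11 had peaks in both DMSO libraries and 29 in both palbociclib libraries (11 and 10 with equal list length), with gained regions at the interferon regulatory factor gene IRF1 and at DDX60 and RSAD2 (binomial logistic regression odds ratio 1.51, adjusted p = 0.407; 1.07 among genes without a DMSO promoter peak, adjusted p = 0.863). Without palbociclib replicate 1 the interferon list passed the threshold (2.43, adjusted p = 0.00465, binomial logistic regression).

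Genes of other lineages were seldom occupied. No basal or mesenchymal gene had a promoter peak in both DMSO libraries, and 7 of 35 had one in both palbociclib libraries (0 with equal list length). In the full lists EGFR, CAV1, ZEB1 and, named after its values were seen, CDH3 were gained. The odds ratio was 0.551 (0.193–1.57, adjusted p = 0.503, binomial logistic regression) and 0.418 among genes without a DMSO promoter peak (adjusted p = 0.129). Of 49 genes expected to be silent in breast cells, 2 (PAX5 and NPHS1, named after their values were seen) had promoter peaks in both DMSO libraries and 7 in both palbociclib libraries. SYT1 (folds 5.65 and 5.60) and HBA1 (4.03 and 3.92) lay at gained regions, and SNAP25, named after its values were seen, gained a promoter peak. Gained promoter regions were scarce at silent genes among those without a DMSO promoter peak (odds ratio 0.167, 0.0403–0.695, adjusted p = 0.0194, binomial logistic regression), and not past the threshold across all genes (0.227, 0.0550–0.940, adjusted p = 0.107) unless DMSO replicate 2 was left out (0.216, adjusted p = 0.0311). Promoter CpG ratio, GC content and number of TSSs, added to the former model, gave 0.286 (0.0647–1.26, adjusted p = 0.155, binomial logistic regression), so scarcity at silent genes beyond that of their promoter sequence was not shown. Of 21 short RNA polymerase III genes, 3 had peaks in both DMSO libraries (RMRP, RPPH1 and RNU6-2) and 7 in both palbociclib libraries; this list was counted and not tested. RNU6-9, RNY1, RN7SL1 and VTRNA1-1 were gained, RN7SL1 at the region also assigned to RPS29 (chr14:49585969–49586750), and the genes outside the naming rule were chosen after their values were seen.

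The last comparison asked which sequence motifs lay under the gained and shared sites. Shared promoter regions carried the E2F consensus in 6.30% of windows against 1.64% of GC-matched promoter windows, and the CCAAT box bound by NF-Y, common in cell cycle promoters, in 25.7% against 10.8% (Fisher's exact odds ratios 4.04 and 2.85; for E2F adjusted p = 3.14e-34). Gained promoter regions carried E2F in 3.34% against 1.43% of matched windows (Fisher's exact odds ratio 2.39, adjusted p = 1.21e-06). They carried it at lower odds than shared promoters (0.515, adjusted p = 4.46e-09 by Fisher's exact test), a comparison matched on neither GC content nor peak strength. They also held the sites of ETS factors (3.83% against 0.972%), NRF1, a regulator of mitochondrial genes (1.40% against 0.257%), YY1 (1.03% against 0.114%), NF-Y (18.2% against 12%), SP factors (40.7% against 33.8%) and the CHR element of late cell cycle promoters (4.0% against 2.60%) more often than matched windows. Single AGGTCA repeats, the unit of the oestrogen response element and of other nuclear receptor sites, were less frequent than in matched windows (5.86% against 8.29%). Against the same windows shuffled, however, the odds ratios in gained promoters were 0.966 for E2F, 0.864 for CHR and 0.923 for AGGTCA repeats, so those calls rest on the choice of background, whereas E2F in shared promoters stayed enriched (1.55). The CHR call was also lost without palbociclib replicate 2 (odds ratio 1.20), 4 motifs in place of 7 were enriched in gained promoters with equal list length, and with 50 bp windows the E2F difference between gained and shared promoters missed the threshold (0.725).

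Gained non-promoter regions were compared with their own matched windows and with shared non-promoter regions, not with gained promoters. AP-1 sites were present in 7.74% of 620 windows against 1.45% of matched windows (Fisher's exact odds ratio 5.70, adjusted p = 6.41e-07), forkhead (FOXA) sites in 4.19% against 0.161% (27.1, adjusted p = 1.97e-06, Fisher's exact test) and E2F sites in 4.19% against 0.323% (13.5, adjusted p = 1.30e-05, Fisher's exact test). SP, TEAD and CTCF sites passed the threshold too, with odds ratios of 2.04, 1.77 and 4.75; CTCF did not without DMSO replicate 2 (3.45). The full oestrogen response element occurred in 1 of 620 windows and in none of the matched ones, AGGTCA repeats were less frequent than in matched windows (8.23% against 13.4%), and GATA sites occurred in 3.23% against 5.32% and did not pass the threshold. AP-1 and CTCF sites were also more frequent in gained than in shared promoters (Fisher's exact odds ratios 1.85 and 2.98, adjusted p = 0.00643 and 0.0170), AP-1 not without DMSO replicate 2 (1.48). For non-promoter regions the difference in AP-1 sites between gained and shared missed the threshold (odds ratio 2.56, adjusted p = 0.0567, Fisher's exact test). So did those in CTCF (14 of 621 windows against 0 of 221, adjusted p = 0.0819), FOXA (1.57, adjusted p = 0.675), TEAD (1.5, adjusted p = 0.297) and E2F sites (0.560, adjusted p = 0.246) by Fisher's exact test. Enrichment over matched windows was therefore not shown to be particular to gained regions. SP sites were less frequent in gained (29%) than in shared regions (48.4%; Fisher's exact odds ratio 0.435, adjusted p = 1.77e-06). Of the matched windows, 1 held a FOXA site and 2 an E2F site, so 27.1 and 13.5 are imprecise. Without single Rb libraries the odds ratio was between 2.07 and 2.97 for FOXA, between 4.02 and 8.07 for E2F and between 1.86 and 4.32 for AP-1, past the threshold each time by Fisher's exact test. Shuffled windows gave 9.0 for FOXA and 3.17 for AP-1. The FOXA and TEAD calls were lost at a −log10 q of at least 5 (odds ratios 2.86 and 1.41) and with 50 bp windows (3.82 and 1.97), and the E2F call (1.14) and the AGGTCA call (0.959) against shuffled windows. With equal list length no motif passed the threshold in gained non-promoter regions, the odds ratio of E2F being 3.18. Only 36 such regions remained, too few to tell.

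**Figure D4:**
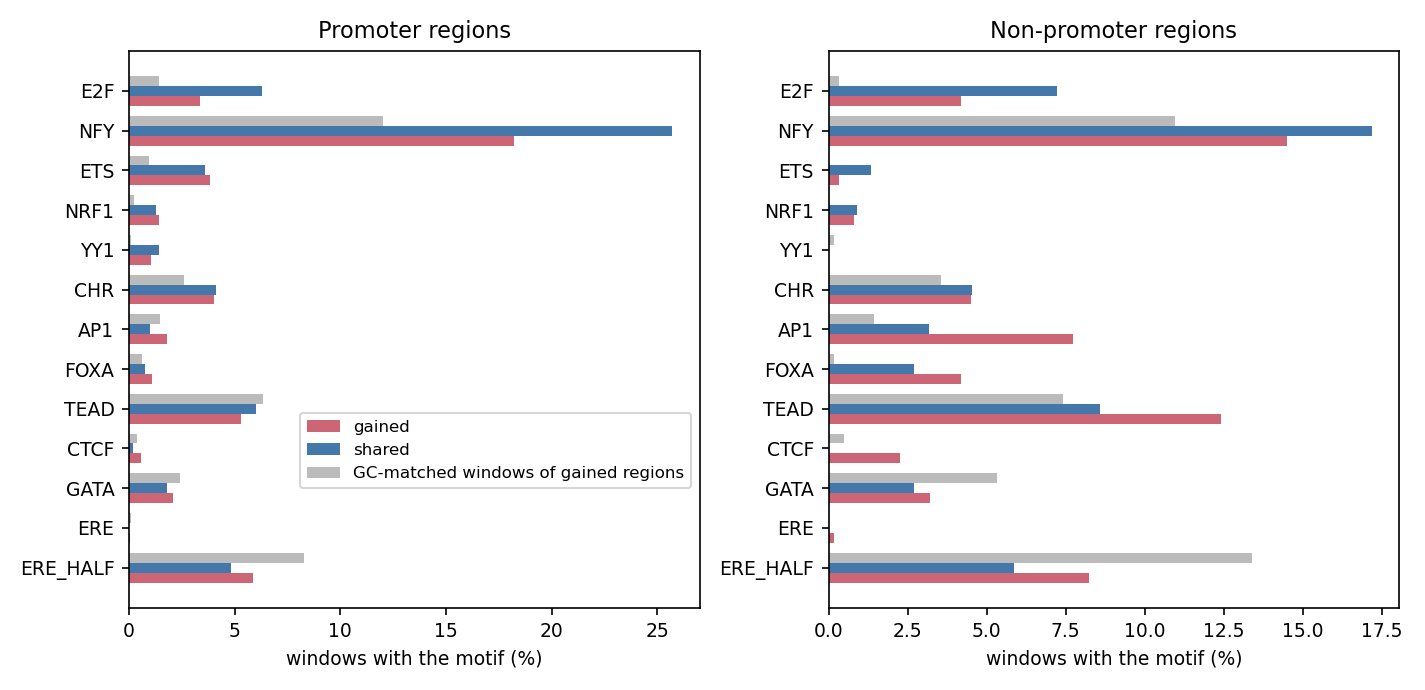
Share of windows (%) with each motif in promoter (left) and non-promoter (right) regions, for gained (red) and shared (blue) regions and for GC-matched windows of the gained regions (grey); ERE is the oestrogen response element, ERE_HALF the single AGGTCA repeat and CHR the cell cycle homology region. E2F sites were present in 6.30% of shared and 3.34% of gained promoter windows, and AP-1 sites in 7.74% of gained non-promoter windows.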

Values the study reported

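For abemaciclib, a related CDK4/6 inhibitor, the study reported 15,218 Rb peaks with increased and 57 with decreased signal in MCF7 cells, from differential analysis of reads. In ZR-75-1 cells, another breast cancer line, the corresponding numbers were 12,868 and 8. The study placed about 75–80% of the induced peaks at promoters. Increased peaks outside promoters numbered 3,878 in MCF7 and 2,240 in ZR-75-1 cells. For palbociclib the study also reported a differential analysis of reads, with the same outcome as for abemaciclib.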

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

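Of the tests in this part, the promoter share of gained regions against IgG2a peaks, the comparison of lost regions with other pairs of libraries, the share of lost regions on amplified arms and the number of annotated promoters per gene were chosen after the results were seen. The comparison of oxidative phosphorylation genes with CpG-rich promoters used a gene background that was also chosen after seeing the data.

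On 4 contigs outside the assembled chromosomes, every Rb library had a peak and the IgG2a control none, a signal that the comparisons above did not use. The lowest of the 4 Rb libraries had 2 peaks on chr17_GL000205v2_random, 1 on chr1_KI270714v1_random, 4 on chrUn_GL000195v1 and 1 on chrUn_KI270753v1.

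The larger number of peaks after palbociclib was weighed against a change of depth or signal over background that keeps the order of the peaks, and against IgG2a background. With lists of equal length, 226 regions were found in both DMSO libraries alone, against at most 113 for a pair of libraries from different conditions (175 against at most 101 off the amplified arms), which argues against an order-keeping change as the whole cause. Of the 226 regions, 186 lay at peaks in both full palbociclib lists, so most were lower in rank and not without a peak. Promoters made up 84.9% (83.8–86.0%) of the gained regions, above the upper 95% bound of 39.0% for the IgG2a peaks. The gained regions were thus unlike the IgG2a peaks in this respect. Rb peaks were called against a matched IgG library, so sites with strong IgG signal were largely removed beforehand. This comparison therefore cannot weigh IgG2a background fairly, and it does not bear on background below the calling threshold. A change in depth or recovery that altered the order of peaks, for which read totals were not used here, and an effect of palbociclib on Rb itself both stay open from the peak lists alone. The paper compared palbociclib with DMSO on reads, normalised to background, and reported that its abemaciclib findings held with palbociclib too. It also reported that Rb peaks were absent in RB1-knockout cells.

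The 36 lost regions may be scatter of weak calls, as pairs of libraries from different conditions had between 43 and 65 regions of their own. This comparison cannot decide it. A lost region must be missing from both longer palbociclib lists, whereas such a pair needs absence from only 1 of them and from a shorter DMSO list. With lists of equal length the order reversed, with 226 regions for the DMSO pair against 79 to 113, though most of the 226 were lower in rank, as given above. Extra DNA copies may also play a part: 55.6% of the lost regions lay on 1q, 17q and 20q, 12 on 17q and 8 on 20q, against 11.8% of the shared regions (Fisher's exact odds ratio 9.33, p = 3.87e-10) and 30.5% of the IgG2a peaks. No lost region lay on 1q, where IgG2a peaks were also sparse (0.143 per Mb, against 0.722 on 17q, 1.62 on 20q and 0.0964 on the other arms together), so this applies to 17q and 20q only. Both tests of the lost regions were chosen after the results were seen, so neither put its explanation at risk. All libraries came from MCF7 cells, so extra copies alone do not account for a peak called only in DMSO. Neither explanation excludes the other. A loss of Rb from these sites after palbociclib was not excluded.

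Gained promoter regions at oxidative phosphorylation genes were weighed against CpG-rich promoters in general and against more annotated promoters per gene. Among genes without a DMSO promoter peak, the odds ratio given CpG ratio, GC content and number of TSSs was 4.03 (1.93–8.43, adjusted p = 0.00226, binomial logistic regression), against 9.22 without these terms, so these terms accounted for part of the enrichment and the remainder argues against both explanations as the whole cause. With the same terms no other list passed the threshold. Transcription of these genes, for which no expression data were used here, stays open as an explanation.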

How the results depend on the processing

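The background of genes without a DMSO promoter peak, the binomial logistic regression on promoter peaks per group, the regression within 100 kb and the replicate block were chosen after seeing the data; the other alternatives were planned. Results that answer a comparison kept their direction and call, or moved little, in 134 of their alternatives, moved in 22, weakened in 6 and reversed in 2; the others did so in 555, 56, 44 and 31, and 8 became stronger. Removing peaks over IgG2a peaks or using promoters of 1000 bp on each side changed no call of a gene list. With replicate number as a replicate block, the peak ratio was 1.89 (2.11 and 1.69 within numbers; exact permutation p = 0.50, the smallest possible); the labels give no other sign of pairing, and region classes, being presence in lists, hold no fit with a block. Same-numbered libraries of the 2 conditions overlapped (Jaccard 0.295 and 0.364) as differently numbered ones did (0.298 and 0.361). The planned rule of presence over 50% of a region would have changed nothing, so the 50% overlap was applied to the joining of peaks. Except where fewer peaks, libraries or genes entered by construction, the cause was not tested. Values below are odds ratios unless named otherwise.

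Without single Rb libraries, gained regions ranged from 4819 to 6869 and lost regions from 47 to 938, the fewer libraries asking for fewer agreements. Promoter odds ratios ranged from 0.702 to 1.30 for G2 and mitosis and from 0.802 to 2.09 for luminal genes, and non-promoter ones from 0.697 to 1.27 for G1/S and from 0.844 to 1.64 for ribosomal protein genes. Ranges that held were 1.87 to 2.26 for oestrogen-responsive promoters, 2.12 to 3.03 for their non-promoter regions, 2.59 to 3.32 for oxidative phosphorylation, 3.58 to 4.39 for histone, 2.19 to 3.06 for ribosomal protein and 0.109 to 0.311 for G1/S promoters, and 1.99 to 2.94 for E2F sites in gained promoters.

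At a −log10 q of at least 5, the peak ratio was 2.33 and lost regions 5; promoter values turned for luminal (1.00) and interferon genes (0.987), and non-promoter values for G1/S (1.03) and ribosomal protein genes (0.874). With lists of equal length, which by construction holds the number of peaks equal, there were 622 gained and 226 lost regions, 6889 genes with a peak in both palbociclib libraries, and 0 lists past the threshold for promoter and 0 for non-promoter regions; promoter values turned for oestrogen-responsive (0.846), ribosomal protein (0.643) and Rb network genes (0.782), the oestrogen-responsive non-promoter value was 3.48, and 4 motifs were enriched in gained promoters and 0 in the 36 gained non-promoter regions, too few to tell (E2F 3.18). Summit windows of 400 bp gave 134 lost regions and Jaccard indices of 0.357 for DMSO and 0.477 for palbociclib replicates, and leaving out 1q, 17q and 20q gave 16 lost regions.

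Among genes with a promoter peak, 3 lists passed with an odds ratio above 1, and basal (1.40) and silent genes (1.04) turned. Among genes without a DMSO promoter peak, G2 and mitosis (6.56) and luminal genes (1.44) turned, genes that already had a peak being left out. Fisher's exact test gave 2 lists above 1 and turned luminal genes (1.26). For non-promoter regions, using all in both palbociclib libraries gave 2 lists, oestrogen-responsive (3.0) and luminal genes (3.8), and turned histone genes (0.865). The background of genes with such a region gave 0 lists, an oestrogen-responsive value of 1.79, and turned G2 and mitosis (2.16), luminal (0.991) and interferon genes (1.05). Within 100 kb by Fisher's exact test, which changed the distance and the test together, G1/S (1.42), luminal (0.955), interferon (1.14) and p53 genes (0.629) turned, and oestrogen-responsive genes had 1.54; with the regression kept, G1/S (1.41), interferon (1.05) and p53 genes (0.653) turned, luminal genes did not (1.36), and oestrogen-responsive genes had 1.83. For motifs, 50 bp windows left 3 enriched in gained non-promoter regions, and shuffled windows turned E2F (0.966) and CHR (0.864) in gained and CHR (0.971) in shared promoters and gave 1.14 for E2F in gained non-promoter regions. Depth limits these calls, since fewer weak peaks are called at lower depth and no read totals were used here.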

Other observations

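The binomial logistic regressions on promoter peaks per group and the IgG2a counts on other contigs in this part were chosen after seeing the data.

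Beyond gains, the lists differed in which promoters Rb occupied at all. In DMSO, G2 and mitosis genes (odds ratio 6.02, adjusted p = 2.20e-13), Rb network genes (4.05, adjusted p = 8.37e-05) and luminal genes (2.44, adjusted p = 0.0444) had a promoter peak in both libraries more often than other genes by binomial logistic regression, and silent genes less often (0.0964, adjusted p = 0.00401). Oxidative phosphorylation (1.38, adjusted p = 0.223), ribosomal protein (1.52, adjusted p = 0.111) and oestrogen-responsive genes (1.08, adjusted p = 0.677) were not set apart from other genes by this binomial logistic regression. With Fisher's exact test the luminal call was lost (1.83, adjusted p = 0.131) and ribosomal protein genes passed narrowly (1.70, adjusted p = 0.0479), so neither is firm. After palbociclib, the highest odds ratios by binomial logistic regression were those of G2 and mitosis genes (11.4, 4.99–26.2), oxidative phosphorylation genes (10.0, 4.34–23.1) and Rb network genes (9.69, 2.99–31.4), followed by ribosomal protein (3.75), p53 (2.47), histone (2.39) and oestrogen-responsive genes (1.81), all past the threshold. Basal (0.20, 0.0870–0.459) and silent genes (0.134, 0.0600–0.298) were less often occupied than other genes after palbociclib. These fits used the full lists and were not repeated with lists of equal length. There, 65 of 89 G2 and mitosis, 34 of 76 oxidative phosphorylation, 27 of 41 Rb network and 29 of 77 ribosomal protein genes had a promoter peak in both palbociclib libraries. All protein-coding genes gave 6889 of 19906, so the full-list values and their order depend on list length. Whether a list's odds ratio differed between the conditions was not tested. G1/S genes could not be fitted, since all 85 had a peak.

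Non-promoter sites shared by all 4 Rb libraries, 221 in number, carried SP sites in 48.4% of windows against 22.6% of matched windows (Fisher's exact odds ratio 3.21, adjusted p = 1.84e-07) and TEAD sites in 8.60% against 2.26% (4.06, adjusted p = 0.0196, Fisher's exact test). E2F sites were present in 7.24% against 2.26% and missed the threshold (3.37, adjusted p = 0.0726, Fisher's exact test). Within 100 kb of a TSS, histone genes had gained non-promoter regions more often than other genes (Fisher's exact odds ratio 3.99, adjusted p = 0.000134), with 18 of 57 genes; these genes lie in clusters, where 1 region can be near several genes.

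Contigs other than chromosomes 1 to 22 and X held 440 of the 830 IgG2a peaks (53%), against 61, 47, 75 and 67 peaks in DMSO replicates 1 and 2 and palbociclib replicates 1 and 2 (0.852%, 0.535%, 0.498% and 0.452%).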
